A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Chemical Genetics Approach Identifies Abnormal Inflorescence Meristem 1 as a Putative Target of a Novel Sulfonamide That Protects Catalase2-Deficient Arabidopsis against Photorespiratory Stress" (2020).

How the data were processed

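Gene expression was measured in whole Arabidopsis thaliana plants of the ecotype Columbia-0 (Col-0, the usual wild type). Seedlings were kept for 7 days in liquid culture under long days, and the culture medium was then replaced by medium with 5 µM pakerine or with an equal amount of the solvent dimethyl sulfoxide (DMSO, the mock treatment). Pakerine is a synthetic sulfonamide, an m-sulfamoyl benzamide. Plants were harvested after 24 h. The labels describe 96-well plates and the methods 24-well plates, and which is right stays open here. A figure legend of the study gives an older age for these seedlings than its methods, and this stays open too. Each group gave 3 RNA samples, each a pool of plants, so p-values measure only the spread between these pools. The 6 samples fell into 2 groups of 3 by their labels, and each sample was hybridised to 1 array.

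Total RNA was amplified from its 3' end, labelled with biotin and hybridised to Affymetrix ATH1 arrays, on which each transcript is read by a set of short probes near its 3' end. The authors deposited log2 values made by robust multi-array average (RMA) with the R package affy, which subtracts background, forces the arrays to 1 distribution by quantile normalization and summarises each probe set by median polish. Package versions and the probe annotation of the authors were not given in the sources used here. Quantile normalization removes any change shared by most transcripts, so all values are relative to the bulk of the array. RMA compresses the changes of dim probe sets towards 0, and the table carries no detection calls, so a low value was not read as absence. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.0743.

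Of the 22810 probe sets, 64 were array controls and were tested only among themselves, which left 22746 for the comparison. Probe sets were named through the annotation table of the array platform and symbols were updated through gene identifiers to the RefSeq annotation of assembly TAIR10.1. This gave 1 gene for 13513 probe sets and several genes for 503, while 8730 were unlisted in that table and are unnamed here. Of the probe sets with 1 gene, 13436 were matched to a locus of the annotation, covering 13286 distinct loci. The array table names no genome build, so loci are given by identifier (the digit after AT is the chromosome) and no coordinates are printed.

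The 2 groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no covariates) over all 22746 probe sets, with Benjamini-Hochberg adjustment. The thresholds were those of the study, an adjusted p at or under 0.05 and an absolute log2 fold change of at least 1, and a second count used the adjusted p alone. In the text, rose and fell mean an adjusted p at or under 0.05. The study adjusted with the R package qvalue, and Storey q-values were computed as an alternative. A total of 29 gene lists, the thresholds, the tests and the rule for named genes were fixed before the data were examined. Lists with at least 5 measured genes were tested against all other measured genes with limma's camera at its preset inter-gene correlation of 0.01, with 1 probe set per gene (that of the highest mean), and adjusted over the 13 lists tested. The same lists were tested with fry, with camera at a correlation estimated from these arrays, and by a one-sided Fisher's exact test for enrichment among genes risen at the study thresholds. The study's text, read before the lists were written, names auxin, glutathione and hydrogen peroxide responses and signatures of hypoxia and fungal infection from these arrays, so the lists of these groups are not independent evidence.

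Named genes were the 20 risen genes with the largest fold change at the study thresholds, up to 10 fallen genes, every measured gene of the lists of study-named transcripts, pull-down proteins and transcripts named from catalase2-deficient plants, and up to 4 members with the smallest p in each list. Because fewer than 5 fallen genes with a single name passed the study thresholds, fallen genes were taken at the adjusted p alone, as the rule provided. The catalase gene CAT2 is unnamed here. Probe sets with several genes are given by their loci as ambiguous.

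The procedure was tested on simulated data with the measured means of the comparison of pakerine with DMSO (22746 probe sets). The spreads were pooled over the groups and shrunk by limma towards a common value. Noisy probe sets were thus simulated quieter than measured, and their recovery may be overstated. It recovered 98% of probe sets changed 1.5-fold and 100% of those changed 2-fold, 3-fold or 4-fold, and 7.9% of its calls were false, above the 5% aimed at. Camera called 2% of simulated unshifted lists and 100% of shifted ones, which held some members changed at least 2-fold. The simulated probe sets were independent and had the same spread in both groups, so this does not test camera on correlated genes. In the real lists the estimated correlation reached 0.285 (reactive oxygen species). Camera with an estimated correlation also gave higher p to lists whose estimate was under 0.01. Its results are therefore not a measure of correlation between genes alone. Alternatives were leaving out each array, the replicate number as a block, 3 rescalings of the arrays, filters on dim probe sets, another variance model, array weights, probe sets with 1 gene, other fold thresholds, q-values, and other list tests. Gene families sharing a symbol were also tested, and the result of some of them is not reported here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.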

Results

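The transcript profile of wild-type seedlings was measured 24 h after transfer to 5 µM pakerine or to DMSO, with 3 arrays per group. The array medians of log2 signal lay between 6.12 and 6.17. Pearson correlations across probe sets, which are not independent replicates, ran from 0.9965 to 0.9971 between DMSO arrays, from 0.9982 to 0.9984 between pakerine arrays, and from 0.9951 to 0.9962 between arrays of different groups. The first principal component held 46.9% of the variance and separated the groups, and the second held 20.1%. The DMSO arrays varied more, with a median SD per probe set of 0.0923 against 0.0707 in the pakerine arrays, and the DMSO SD was the higher one at 63.3% of probe sets. The ratio of 3' to 5' control probe sets, a sign of RNA quality, differed between groups by -0.02 (log2) for actin, 0.02 for GAPDH and -0.04 for ubiquitin, with 1 pair of sets each. In a further actin pair the log2 fold change was 0.08 at the 3' set and -0.08 at the 5' set, and neither passed by limma. Further pairs gave 0.25 and 0.21 for GAPDH, and 0.07 and 0.08 for ubiquitin.

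The first question was which transcripts respond to a short pakerine treatment in plants that are not otherwise stressed. The strongest response of a named gene was that of GH3.3 (AT2G23170), an enzyme that conjugates auxin to amino acids, which rose 10.1-fold (log2 fold change 3.33, SE 0.10, n = 3 arrays per group). Transcripts of detoxification enzymes rose with it, among them the alkenal reductase AER (AT5G16970, 2.31-fold), its neighbour AT5G16980 (3.77-fold), the glutathione transferase GSTU25 (AT1G17180, 2.40-fold) and the glycosyltransferase UGT73B4 (AT2G15490, 2.11-fold). Falls were fewer, led among named genes by the lipid transfer protein gene AT3G22570 (2.21-fold lower), the hypoxia-responsive AT1G19530 (1.87-fold lower) and the cell wall enzyme gene XTH16 (AT3G23730, 1.82-fold lower).

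At the study thresholds 59 probe sets changed by limma, of which 52 rose and 7 fell. These comprised 24 probe sets with 1 gene, 3 with several genes and 32 that are unnamed here, so the named genes give only part of the response. With the adjusted p alone 815 probe sets changed, 526 up and 289 down, and at an unadjusted p at or under 0.05 the number was 3922. The count with the adjusted p alone varied when 1 array was left out. It came to 460, 773 and 927 without DMSO replicates 1, 2 and 3, and to 343, 321 and 360 without pakerine replicates 1, 2 and 3.

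**Figure D1:**
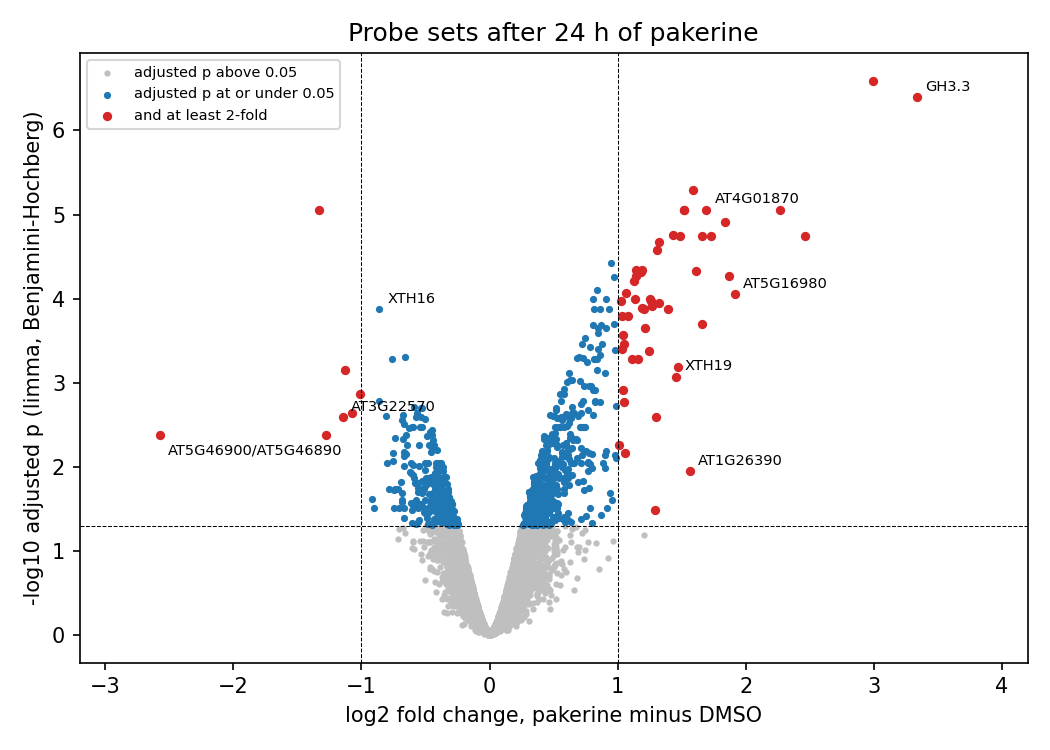
Each point is a probe set, with its log2 fold change (pakerine minus DMSO) on the horizontal axis and the negative log10 of its limma adjusted p on the vertical axis. The dashed lines mark the study thresholds, which 52 risen and 7 fallen probe sets passed (red), and blue points passed the adjusted p alone.

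GH3.3 signal went from 6.09 ± 0.17 in DMSO to 9.42 ± 0.12 in pakerine (log2 RMA signal, mean ± SD, n = 3), a log2 fold change of 3.33 with a standard error of 0.10 (limma adjusted p = 4.0e-07). The reductase gene AT5G16980 rose by 1.91 ± 0.13 (log2 fold change ± SE, limma adjusted p = 8.8e-05) and AT4G13180, of the short-chain dehydrogenase family, by 1.84 ± 0.09 (adjusted p = 1.2e-05). AT4G01870, a TolB-like protein gene that the study named from these arrays, went from 9.04 ± 0.13 to 10.73 ± 0.08 (SD, n = 3), with a log2 fold change of 1.69 (limma adjusted p = 8.8e-06). XTH19 (AT4G30290), a xyloglucan endotransglucosylase, rose by 1.46, and the organic cation transporter gene OCT5 (AT1G79410) by 1.39. Genes related to the pathogenesis-related protein 1 family rose as well, AT2G19970 by 1.52 and PR-1-LIKE (AT2G19990) by 1.25. The berberine bridge enzyme-like gene AT1G26390 rose by 1.56, but its pakerine values were scattered (SD 0.66, n = 3), and without DMSO replicate 1 its limma adjusted p came to 0.0557. Of the other risen genes of this group, the larger changes were those of AT2G41380 (1.32), the peroxidase gene AT4G08780 (1.32), AT5G61820 (1.31), GSTU25 (1.26), AT1G21520 (1.22) and AER (1.21). The remaining ones were AT1G64405 (1.19), the calmodulin-like CML41 (1.15), AT4G38410 (1.13), UGT73B4 (1.08) and WES1 (1.06), which is GH3.5. A probe set shared by UGT73B2 and UGT73B3 rose by 1.66, and which of them it reports is ambiguous.

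Among fallen genes AT3G22570 went from 7.48 ± 0.29 to 6.33 ± 0.18 (SD, n = 3), with a log2 fold change of -1.15 (limma adjusted p = 0.00256). XTH16 fell by 0.86 (SE 0.07, limma adjusted p = 0.000132) and the pectin methylesterase inhibitor-like gene AT5G62360 by 0.76 (SE 0.07, adjusted p = 0.000529). The ubiquitin ligase gene ATL8 (AT1G76410) fell by 0.80, the hypoxia-responsive AT1G19530 by 0.90 and its neighbour AT1G19540 by 0.75. The peroxidase gene AT4G26010 fell by 0.72, the GDSL lipase genes AT5G33370 and AT4G28780 each by 0.69, and AT4G39675 by 0.68. The largest fall of any probe set, -2.58 ± 0.35 (log2 fold change ± SE, limma adjusted p = 0.00424), belonged to a probe set shared by the lipid transfer protein genes AT5G46900 and AT5G46890. Another such probe set, of AT4G12520 and AT4G12510, fell by 1.28. Of the 10 fallen named genes 4 kept their call without any 1 array (AT3G22570, XTH16, AT5G62360 and AT4G28780), against 19 of the 20 risen ones. The risen genes were picked at the study thresholds and the fallen ones at the adjusted p alone, with mostly smaller changes. These shares therefore do not show that falls in general were less reproducible.

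**Figure D2:**
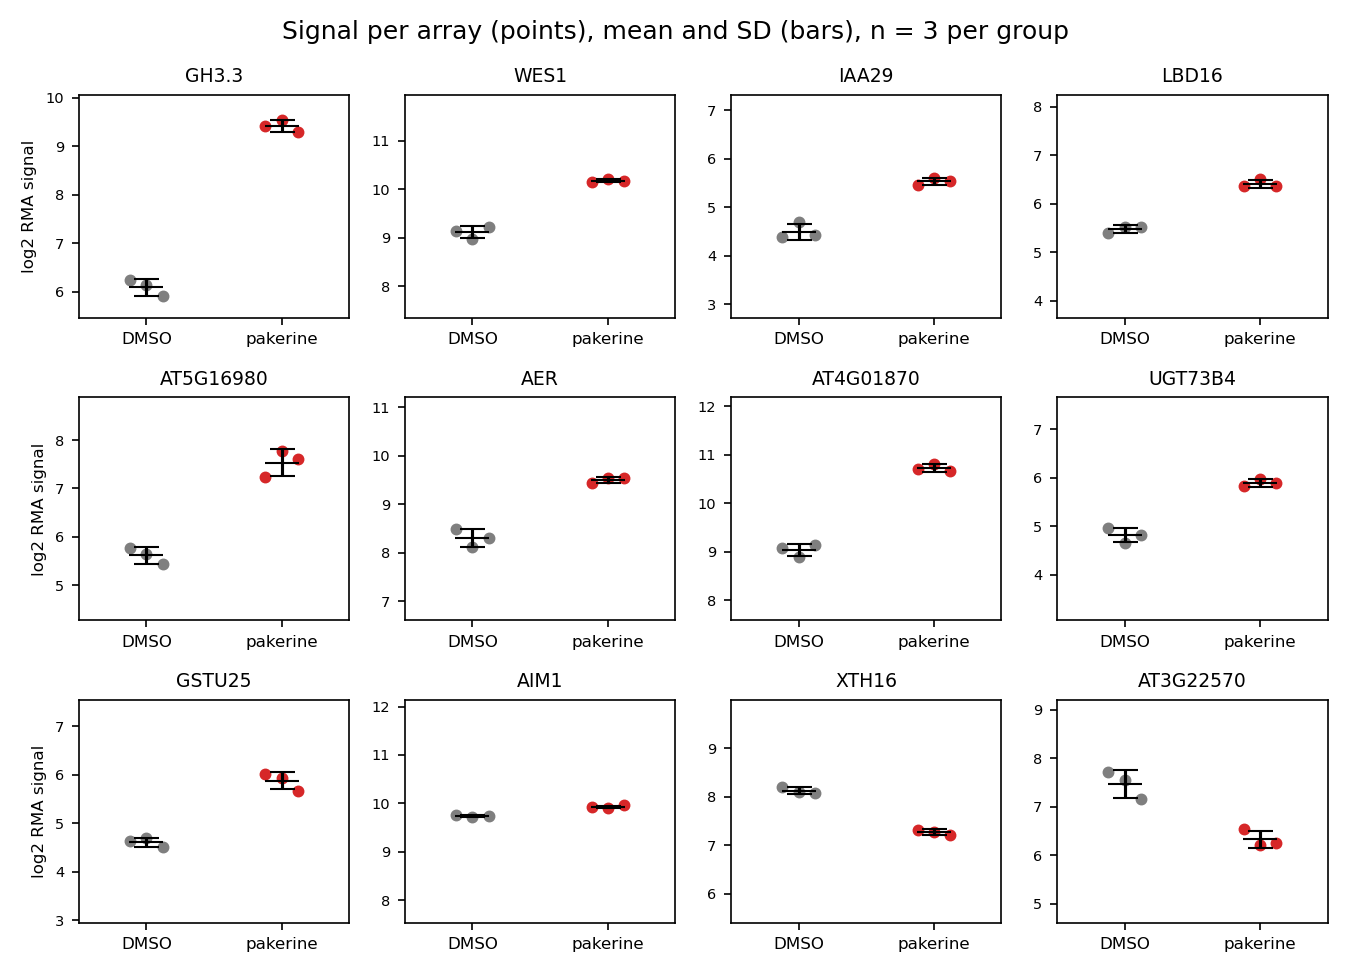
Log2 RMA signal of 12 named genes on each array (points), with the mean and SD of each group (bars, n = 3), on vertical axes of equal span. GH3.3 shows the widest gap between DMSO (6.09) and pakerine (9.42), and AIM1 lies at 9.74 and 9.93.

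The next question was which functional groups of genes moved together. Auxin genes shifted upwards as groups. In the list of auxin homeostasis 5 of 9 measured genes rose and none fell, among them GH3.3, WES1, the auxin oxidase gene AT1G14130 (DAO1, 0.72) and UGT74D1 (0.38, a call lost in 2 of the 6 fits without 1 array). In the list of auxin response 4 of 6 measured genes rose, namely IAA29 (AT4G32280, 1.04), the lateral root regulators LBD16 (0.93) and LBD29 (0.86) and the homeobox gene HAT2 (0.61). By limma's camera the adjusted p was 8.8e-10 for auxin homeostasis and 6.2e-11 for auxin response, and with an estimated correlation both had an adjusted p = 0.0172. Adjusted over the list alone, 6 genes of auxin homeostasis and 4 of auxin response rose, and because the study named auxin genes from these arrays neither list is independent evidence.

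Groups of detoxification and stress genes also shifted upwards. Of 15 measured UDP-glycosyltransferases 7 rose and none fell, those with the smallest p being UGT73B4, IAGLU (AT4G15550, 0.91), which glucosylates auxin, UGT73B5 (0.99) and UGT87A2 (0.69). The risen ones include UGT74D1, already counted in auxin homeostasis. The study also named a listed member, UGT74E2 (unnamed here), from these arrays, so this list is not fully independent evidence. The limma camera adjusted p was 1.6e-08, against an adjusted p = 0.0648 with an estimated correlation. Of 8 measured genes of the response to hydrogen peroxide and reactive oxygen species 3 rose (GSTU25, UGT73B4 and AT1G19020, 0.82), with a camera adjusted p = 6.3e-08 and an adjusted p = 0.0729 with an estimated correlation. The study named hydrogen peroxide responses from these arrays, so this list is not independent evidence. It also shares UGT73B4 with the glycosyltransferases and GSTU25 with the glutathione transferases. Of 6 measured xenobiotic detoxification genes 3 rose (AT5G16980, AER and the aldehyde reductase gene AT3G04000, 0.68), with a camera adjusted p = 5.0e-06 and an adjusted p = 0.0729 with an estimated correlation. In the list of mitochondrial dysfunction the alternative NADH dehydrogenase gene NDB2 (0.47) was the 1 gene of 5 that rose, a call lost in 4 of the 6 fits without 1 array, with a camera adjusted p = 0.00242 and an adjusted p = 0.0729 with an estimated correlation. Adjusted over the list alone, the risen genes numbered 8, 4, 3 and 2 in these 4 lists in the order given, and 1 glycosyltransferase fell.

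Members of the glutathione transferase list went both ways. Of 13 measured genes GSTU25 (1.26), GSTU22 (0.69), GSTU23 (0.41) and GSTU16 (0.40) rose (calls lost in 3 of the 6 fits without 1 array for GSTU22 and in 1 for GSTU16), while GSTU26 (AT1G17190), named after the values were seen, fell by 0.56 (SE 0.10, limma adjusted p = 0.0162). As a group the measured genes were not distinguished from other genes (limma camera adjusted p = 0.120), and adjusted over the list alone 4 rose and 2 fell. Only 13 of the 42 listed glutathione transferases (31%) were measured under a single name, so the family as a whole is not judged here. The study named glutathione metabolism from these arrays, so this list is not independent evidence either. Among the genes risen at the study thresholds, Fisher's exact test found an excess of 4 lists: reactive oxygen species response, xenobiotic detoxification and auxin homeostasis with 2 genes each (adjusted p = 0.000444 each) and auxin response with 1 gene, IAA29 (adjusted p = 0.0336). The auxin response call was lost in 4 of the 6 fits without 1 array, and the calls of reactive oxygen species response and auxin homeostasis without DMSO replicate 2. The adjusted p was 0.0556 for both glutathione transferases and glycosyltransferases, with 1 gene each. These were GSTU25 and UGT73B4, which are also the 2 genes of reactive oxygen species response, so these lists are not separate results.

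The hypoxia list was the 1 list that shifted downwards. Of 11 measured genes 3 fell, AT1G19530 (-0.90 ± 0.19, SE), AT1G33055 (-0.60 ± 0.09) and AT4G27450 (-0.33 ± 0.08), and none rose. Of the 6 fits without 1 array, AT1G19530 lost its call in 3, AT1G33055 in 1 and AT4G27450 in 5. The limma camera adjusted p was 0.0241, against an adjusted p = 0.317 with an estimated correlation, and adjusted over the list alone 4 genes fell. The call was lost without DMSO replicate 1 (adjusted p = 0.117) and without DMSO replicate 3 (adjusted p = 0.0524). From these arrays the study placed hypoxia among the conditions with the most similar expression patterns, by Pearson correlation. The fall of this list does not repeat that resemblance, which was not re-examined here.

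**Figure D3:**
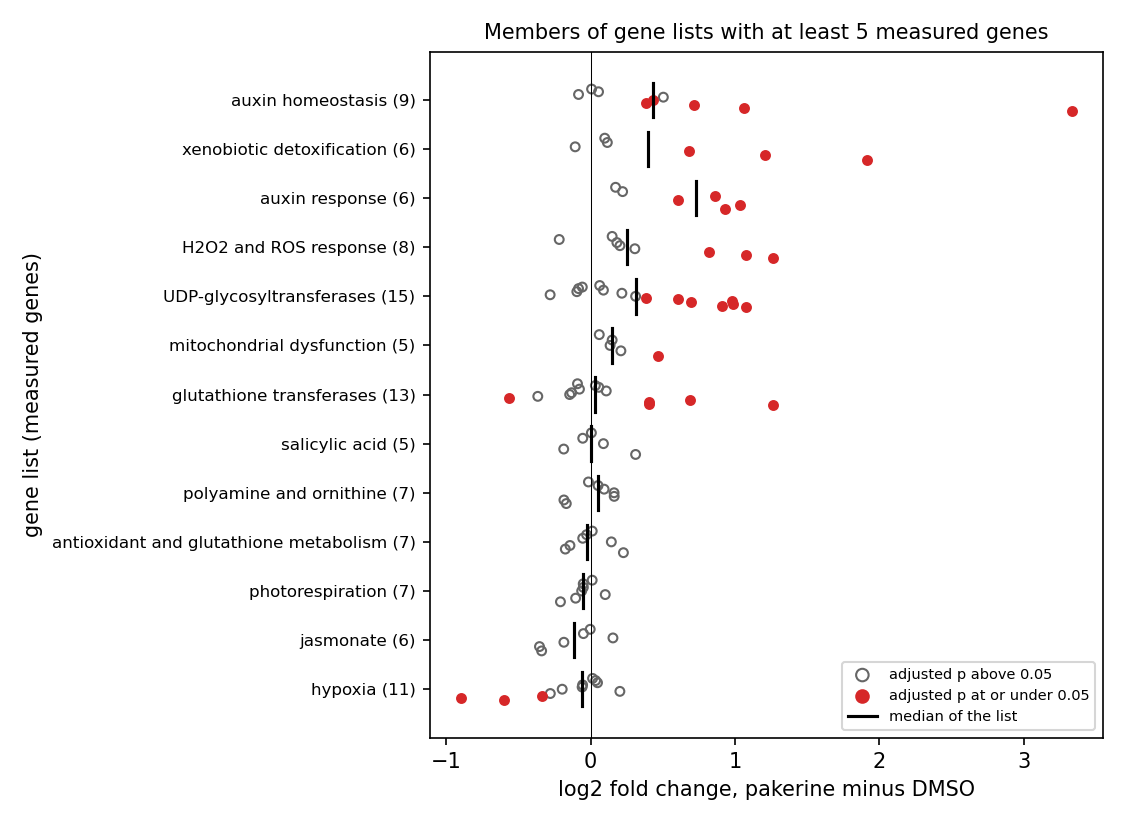
Log2 fold changes (pakerine minus DMSO, horizontal axis) of the members of the 13 lists with at least 5 measured genes, 1 list per line. Filled points passed the limma adjusted p, open points did not, and the vertical bar is the median of the list, highest in auxin response (0.73).

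Further lists touch the hormones and the proteins that the study followed up. AIM1 (AT4G29010), the beta-oxidation enzyme that the study proposed as a protein target, had a log2 fold change of 0.19 ± 0.06 (SE), which is 1.14-fold, and did not pass (limma adjusted p = 0.124). It was the only measured gene both of the pull-down proteins and of peroxisomal beta-oxidation, so adjusted over the list alone its p passes only because there is nothing to adjust for. Of the transcripts named from catalase2-deficient plants, 3 were measured and none passed by limma: the peroxidase genes AT5G19890 (-0.09, SE 0.15) and AT1G49570 (-0.05, SE 0.15), and the defensin PDF1.2 (-0.19, SE 0.10). The study named them at a higher dose and after a longer treatment, so these arrays do not repeat its conditions. It reported the peroxidase genes as induced with pakerine under photorespiratory stress and not without stress. PDF1.2 was dim here (4.01 in DMSO), so a fall could be hidden. No member passed among 6 jasmonate genes (limma camera adjusted p = 0.225), 5 salicylic acid genes (0.599), 7 photorespiration genes (0.435), 7 genes of antioxidant and glutathione metabolism (0.944) and 7 of polyamine and ornithine metabolism (0.599). The nearest to the threshold were the salicylic acid glycosyltransferase gene UGT76B1 (0.31, adjusted p = 0.0516) and the jasmonate oxidase gene AT5G05600 (-0.34, adjusted p = 0.0529). Both are borderline: UGT76B1 passed in 7 of the 16 alternatives and AT5G05600 in 10, among them limma with Storey q-values, the kind of adjustment the study used (0.0354 and 0.0363). Most members of these lists are unnamed here, and the values leave room for small changes. Adjusted over the list alone, 1 jasmonate gene fell, 1 salicylic acid gene rose, and 1 antioxidant gene rose and 1 fell.

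The remaining lists had fewer than 5 measured genes and were not tested as groups. Study-named transcripts had AT4G01870 alone, and that list was chosen on these samples. No detoxification regulator was measured under a single name. In the cell cycle list AUR2 fell by 0.37 (limma adjusted p = 0.0333), a call lost without any of the arrays but DMSO replicate 3, and AUR1 had -0.08. No measured gene passed among 3 of senescence, 3 of abscisic acid, 1 of heat shock, 2 of sulfate starvation, 4 of folate synthesis, 1 of pathogen defence and 3 of flavonoid synthesis. Markers of organs and of time of harvest gave no call either, but few were measured. They were 4 of 24 green tissue genes, 2 of 16 root genes and 1 of 14 clock genes. A difference in organ share or harvest time is therefore not ruled out. The green tissue genes LHCB4.1, PSAE-1, RCA and PRK had log2 fold changes of -0.05, 0.05, -0.01 and 0.00, the root genes PYK10 and EXPA7 had 0.09 and -0.35 (limma adjusted p = 0.194 for the latter), and the clock gene GI had 0.00. Adjusted over the list alone, 1 senescence gene rose, and 1 root gene and 1 cell cycle gene fell.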

Values the study reported

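For the 24 h treatment of wild-type plants with 5 µM pakerine, the study counted 58 transcripts as differentially regulated, and 52 of them were induced. Its thresholds were an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05.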

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

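All tests of the control probe sets below were chosen after the result was seen. Among the 64 control probe sets of the array, which took no part in the comparison of genes, 2 for the housekeeping gene GAPDH were higher in pakerine than in DMSO. The set for the middle of the transcript had a log2 fold change of 0.27 (limma adjusted p = 0.0092 among the controls) and 1 of the sets for the 3' end also had 0.27 (adjusted p = 0.023). The 5 GAPDH sets ranged from 0.215 to 0.27, and they report the same transcript family, so they do not count as separate results.

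Scaling of the arrays would have raised the spiked-in controls too, but their median change was -0.08 (95% bootstrap interval -0.106 to -0.057, 18 sets). That interval reflects the spread between sets and not between arrays. Several of the sets read the same transcript on the same arrays, so they are not independent. None of them passed by limma, so a fall of the spiked-in controls is not shown. Their changes ran from -0.144 to 0.017, against 0.215 to 0.27 for GAPDH, which argues against scaling as the source of the GAPDH rise. A 3' bias or RNA degradation in the pakerine arrays would not by itself raise the 5' sets. These were 0.23 higher (95% t interval 0.065 to 0.395, and 0.111 to 0.349 with 2 standard errors), a test added because the next one left the matter open. Values are relative to the bulk of the array, so degradation that lowered most other transcripts more is not excluded by this test. Degradation in the DMSO arrays stays open: it would make the difference between groups of the 3' to 5' log2 ratio negative, by at least 50% of the mean rise of the 5 sets (-0.124). That difference was 0.028, and its interval of 2 standard errors (-0.101 to 0.158) ended short of that value on the negative side, but the 95% t interval (-0.151 to 0.208) did not. The treatment itself is the biological explanation the design offers, and it was not tested apart from these.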

How the results depend on the processing

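No test here was chosen after the results were seen, and the alternatives were written down with the design. The array number limits precision, and without detection calls dim probe sets stay uncertain. Without 1 array each, the count at the study thresholds was 55 to 61 (48 to 54 risen, 5 to 8 fallen), and with the adjusted p alone 321 to 927 (242 to 517 risen, 79 to 410 fallen). It was lowest without pakerine replicates 2 (321), 1 (343) and 3 (360) and DMSO replicate 1 (460). The adjusted p of the list shifts then ran from 0.002736 to 0.1171 for hypoxia (lost without DMSO replicates 1, 0.1171, and 3, 0.05244) and from 0.04491 to 0.5055 for jasmonate. That of enrichment ran from 3.43e-05 to 0.06674 for glycosyltransferases, from 0.0003945 to 0.0503 for reactive oxygen species and auxin homeostasis (both lost without DMSO replicate 2), and from 0.02922 to 1 for auxin response (lost without DMSO replicates 1, 2 and 3 and pakerine replicate 2).

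With the replicate number as a block 60 probe sets passed the study thresholds and 1147 the adjusted p alone. Deviations of same-numbered arrays correlated at 0, 0.10 and 0.26, and those of differently numbered arrays from -0.21 to 0.10. Same numbers thus lay somewhat higher, and a pairing by number cannot be excluded. The main fit kept no block, as the design had fixed.

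The hypoxia shift was lost without the dimmest 25% of probe sets (camera adjusted p = 0.07556), without the dimmer 50% (0.05664) and with an estimated correlation (0.3173). By fry, which does not compare a list with the other genes, a shift in 1 direction was not called (fry adjusted p = 0.05226). Fry's test for changes in either direction called the list (0.00483), as it did lists without a shift such as salicylic acid (0.003035). With an estimated correlation the shifts of reactive oxygen species, xenobiotic detoxification and mitochondrial dysfunction (0.07292 each) and glycosyltransferases (0.0648) were lost. For mitochondrial dysfunction the correlation alone does not account for the loss. Its estimate was -0.0502, under the preset 0.01, yet its unadjusted camera p rose from 0.001117 to 0.02926. The same was seen for auxin homeostasis, with an estimate of -0.0286 and an unadjusted camera p that rose from 1.347e-10 to 0.002613. How much of the other losses is due to correlation between genes therefore cannot be told. Enrichment of glutathione transferases passed without the dimmest 25% (0.04872). By construction, counts at the study thresholds fell to 39 (32 risen) without the dimmer 50% and to 24 (23 risen, 1 fallen) over probe sets with 1 gene, where 381 (233 risen, 148 fallen) passed the adjusted p alone. They rose to 230 (175 risen, 55 fallen) at 1.5-fold, and limma's treat against 1.2-fold gave 109 (97 risen, 12 fallen). Over 16 alternatives and 101 named genes, 1507 of 1571 values stayed on the same side of the threshold, 42 lost the call, 22 gained one and 0 calls were reversed, while 30 values without a call changed sign.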

Other observations

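Of the tests below, the families, the neighbouring genes, the rescaling and signal tests of the excess of rises, and the test of single arrays in the hypoxia list were chosen after the results were seen, and the test of a single hypoxia gene after the shift and the members' values were seen but before its own result.

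Of the 34 UGT genes measured outside the glycosyltransferase list 31 did not pass, while UGT84A3 (log2 fold change 0.65, limma adjusted p = 0.000934) and UGT76E11 (0.56, adjusted p = 0.00687) rose, and UGT85A4 fell by 0.32 (adjusted p = 0.0312). Gene families sharing a symbol were tested by camera for all 20 families with at least 10 measured genes. The 47 UGT genes were shifted up (limma camera adjusted p = 0.0269, 8 risen and 1 fallen, adjusted p = 0.655 with an estimated correlation).

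Genes that changed lay next to each other more often than in random draws. Among 5814 pairs of adjacent genes in TAIR10.1 that were both named here, 9 pairs changed in the same direction (7 up, 2 down), against a mean of 3.18 and a maximum of 12 in 10000 permutations (permutation p = 0.0045, one-sided). The pairs included AER and AT5G16980 (1.21 and 1.91), UGT73B5 and UGT73B4 (0.99 and 1.08), AT4G33540 and AT4G33550 (0.91 and 0.96), AT1G19530 and AT1G19540 (-0.90 and -0.75), and GSTU23 and GSTU22 (0.41 and 0.69). A further 3 pairs changed in opposite directions. Neighbours of the same family can share probe sequence, which was not analysed here.

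Rises outnumbered falls, with 88.1% of the changed probe sets risen at the study thresholds and 64.5% with the adjusted p alone, although 55.6% of all tested probe sets had a negative log2 fold change and at an unadjusted p at or under 0.05 only 48.6% (1908 up, 2014 down) were risen. Between-array scaling alone is argued against, since the lowest risen share over 3 rescalings was 56.3% (95% exact binomial interval 52.9 to 59.6, after subtracting array medians), but it moved the share and so may contribute. Falls hidden at the signal floor are argued against as the whole cause, since among probe sets in the upper part of DMSO signal, above the median, 58.9% of changed ones rose (54.6 to 63). The lower part had 204 rises and 64 falls, so the floor may add to the excess. The intervals treat probe sets as independent, which they are not, and an effect of the treatment remains a hypothesis.

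The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split was the 1 of 10 with the most changes: 59 probe sets at the study thresholds by limma against at most 0 in the others, 815 with the adjusted p alone against at most 0, and 7 shifted lists against at most 2. At an unadjusted p at or under 0.05 the real split had 3922 probe sets and the others 568 to 1317.

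The downward shift of the hypoxia list rested on few fallen genes. A single array is argued against as the whole source, since the mean log2 change of the list was still -0.163 when the array that mattered most was left out, although the call was lost without DMSO replicates 1 and 3. The mean deviations of the list were 0.133, -0.001 and 0.157 in the DMSO arrays and -0.093, -0.133 and -0.063 in the pakerine arrays. Whether a single gene carries the shift stays open: without AT1G19530 the unadjusted camera p of the list was 0.0558, against 0.013 with it, but that gene was picked as the most reduced one, so a rise in p was bound to follow. A lower hypoxia response under pakerine therefore remains an open hypothesis, resting on 3 fallen genes of 11, none of which kept its call in every fit without 1 array.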
